A study of Homo sapiens with 6 samples. Its data were reported in "MicroRNA Profiling in Oesophageal Adenocarcinoma Cell Lines and Patient Serum Samples Reveals a Role for miR-451a in Radiation Resistance" (2020).

How the data were processed

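Messenger RNA of 6 OE19 samples, 3 negative control and 3 miR-451a inhibitor, was analysed from 1 table. Groups and experiment numbers were taken from the sample titles. Per the paper's methods and the submitters' processing notes, the authors trimmed reads with cutadapt 1.8, examined them with FastQC 0.11.8, aligned them with STAR 2.7.0f to GRCh38, adjusted gene counts within each sample for GC content and length with EDASeq, and scaled samples with DESeq2. The counting tool and the annotation version are not given in the sources used here. The deposited values are a normalized signal per gene and not raw counts.

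Each column of deposited values was divided by its smallest value above 0, and 100% of the values came out whole within 1e-06. These whole numbers are counts after the authors' adjustment, not reads. In every sample, the highest value was shared by 15 genes, and each of the 60 highest blocks of 15 ranked genes ended at a step in value. A value is thus set by a gene's rank within its bin, and the size of a fold change depends on how far apart neighbouring ranks lie. The value at rank position 1 was 1.46 to 1.85 times that at position 2 and 4.09 to 4.88 times that at position 5, whereas the value at position 100 was 1.01 times that at position 101.

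Genes with a mean value of at least 10 were kept, which left 12723 of 13345. Values were tested as log2(value + 1) with limma 3.58.1 (eBayes with trend) in R 4.3.3, two-sided, with Benjamini-Hochberg adjustment and a threshold of 0.05. Fold changes are on the log2(value + 1) scale, which understates the change of genes with low values. Gene lists were tested with camera at a preset inter-gene correlation of 0.01. The 27 lists were fixed before the data were examined but after the paper and its supplementary files had been read. Count tests with DESeq2 1.42.0 and edgeR 4.0.16 were run on the recovered whole numbers as alternatives, because the table was not raw counts. The exact Mann-Whitney test, which the study names, cannot give a two-sided p below 0.1 with 3 against 3 samples. The table holds no p-values or fold changes of the authors, so no test of theirs was described.

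The genes named were fixed by rule before the data were examined. They were the 10 genes the study named, the 6 higher and 6 lower genes with the smallest unadjusted p among genes with a mean value of at least 50, up to 3 members of each list that passed, and MIF, AKT1, BCL2, MYC, CAB39 and RAB14. A member of the lipid synthesis list that the rule names is not reported here. The 22 gene symbols that had been stored as dates were restored from Ensembl identifiers. Coordinates of GRCh38 were taken from RefSeq by symbol. Lengths, GC content and 3' UTRs came from GENCODE lifted to GRCh37, a different build from the authors', and were joined by Ensembl identifier, with values for 99.5% of the tested genes. The seed site is the reverse complement of bases 2 to 8 of miR-451a.

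The column headers and the series design number shared experiments, so the number was read as a pairing. The main tests had no block, and the number was used as a replicate block in an alternative. The correlations of the deviations of same-numbered samples from their group means were 0.21, 0.15 and -0.00 across genes. Alternatives covered TMM rescaling, pseudocounts, filters, each sample left out, the replicate block, sample weights, other tests and, added after the data were seen, a regression on length and GC content, a test of rank positions and the lists without that of the study. The sources do not say whether the sequenced cells had been irradiated. The limma p-values of genes set the difference against the spread between these samples. The camera p-values compare the members of a list with the other genes, under the preset correlation. They are not a measure of the spread between samples.

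The method was tested on simulated counts for 12723 genes in the comparison of inhibitor with control. With the estimated dispersion, 49 of 100 genes changed by 2-fold and 93 of 100 changed by 4-fold were recovered, with 7 false calls. The changed genes were drawn from those with a mean value of at least 50. The simulated genes varied independently, with no outlying sample and no values set by rank, so the recovery may differ in the real samples.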

Results

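Messenger RNA was sequenced from OE19 cells, an oesophageal adenocarcinoma line, after transfection with a locked nucleic acid inhibitor of the microRNA miR-451a or with a negative control inhibitor. There were 3 negative control samples and 3 miR-451a inhibitor samples, numbered by 3 independent experiments. The table held 13345 genes, and the adjusted counts summed to between 14084387 (negative control 2) and 18726440 (negative control 1) per sample. After the authors' scaling, the values summed to between 14708080 and 15974583. Inhibitor sample 3 stood apart from the other 5 samples. Of the 11095 genes with a mean value of at least 50, 1373 differed by more than 2-fold from the median of the other samples in inhibitor sample 3, against 62 to 214 genes in each other sample.

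The comparison asked which messenger RNAs changed when miR-451a was inhibited. No gene passed an adjusted p of 0.05 among the 12723 genes tested with limma, where the smallest adjusted p was 0.899. At an unadjusted p below 0.05 there were 119 genes, of which 51 were higher and 68 were lower with the inhibitor. That is fewer than the share of 0.05 of the tested genes that chance alone would give. On the recovered whole numbers, DESeq2 gave 0 genes after adjustment and 249 before it (179 higher and 70 lower), and edgeR gave 0 and 163 (99 higher and 64 lower), so the balance of directions depended on the test. In 5.61% of the genes the values of the groups did not overlap, where chance gives 10%. Without inhibitor sample 2, there were 0 genes after adjustment and 1360 at an unadjusted p below 0.05. Without negative control 3 there were 43 and without negative control 2 there were 63, while inhibitor sample 3 left out gave 180 genes.

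Among genes with a mean value of at least 50, the smallest unadjusted p of the higher genes belonged to a short RPL41 copy, DEFB1, RP11-54C4.3, HNRNPC, ARHGAP19 and FGFBP3. DEFB1 (ENSG00000164825.3; GRCh38 chromosome 8, 6870592 to 6877936), which encodes an antimicrobial beta-defensin, had a mean value of 46.1 ± 10.7 (SD, n = 3) in control and 159.9 ± 106.0 (SD, n = 3) in inhibitor samples. The corresponding lower genes were OR2A7, FAM135A, FMNL2, ITGA6, C11orf94 and C5orf30. FMNL2, a formin gene of the actin cytoskeleton, had mean values of 350.4 ± 25.3 in control and 260.7 ± 22.5 in inhibitor samples (SD, n = 3 each). The limma adjusted p was 0.899 for each of these 12 genes.

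Of the 10 genes that the study named, none passed the limma test over all genes, and none passed when adjusted over the list alone. The count adjusted over the list alone was 9 of 11 identifiers without inhibitor sample 2, 2 without negative control 1, 6 with DESeq2, 3 with sample weights, 1 with a pseudocount of 10 and 3 on rank positions, and 0 under the other alternatives. The study chose this list on the same samples, so the direction of its members is not independent evidence. HNRNPC (ENSG00000092199.17; GRCh38 chromosome 14, 21209147 to 21269442), which encodes a pre-mRNA binding protein, had a mean value of 24326 ± 11500 in control and 80936 ± 38380 in inhibitor samples (SD, n = 3 each). Its log2 difference was 1.69 ± 0.52 (SE), with a limma adjusted p of 0.899. The HNRNPC value was 37332 in inhibitor sample 2 and 37598 in negative control 1, so the groups overlapped. Within experiments 1, 2 and 3 HNRNPC rose from 37598 to 95861, from 17377 to 37332 and from 18004 to 109616. Each identifier of the study's list except the protein-coding RPL41 gene moved in 1 direction in all 3 experiments. In experiment 2 the move was small for FASN (14214 to 13911), RPL13 (6374 to 6696), RPL30, RPL31, RPL37 and RPS9. It was larger for HNRNPC, ITGA6, RPL12 and the RPL41 copy. ITGA6 (ENSG00000091409.14; GRCh38 chromosome 2, 172427336 to 172506459), the integrin alpha 6 gene, had a mean value of 73032 ± 21890 in control and 28132 ± 20540 in inhibitor samples (SD, n = 3 each). Its log2 difference was -1.56 ± 0.53 (SE), with a limma adjusted p of 0.899. FASN, the fatty acid synthase gene (GRCh38 chromosome 17, 82078338 to 82098236), had a log2 difference of -1.28 ± 0.59 (SE), which was -0.65 without inhibitor sample 3. RPL13, a ribosomal protein gene (GRCh38 chromosome 16, 89560657 to 89566829), had mean values of 6903 ± 463 and 11332 ± 4513 (SD, n = 3 each). The ribosomal protein genes RPL12, RPL37, RPL31, RPL30 and RPS9 had log2 differences of 1.17, 0.62, 0.45, 0.34 and 0.43, and that of RPL12 was 0.58 without inhibitor sample 3. With DESeq2, HNRNPC had the smallest adjusted p of the named genes, 0.821.

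**Figure D1:**
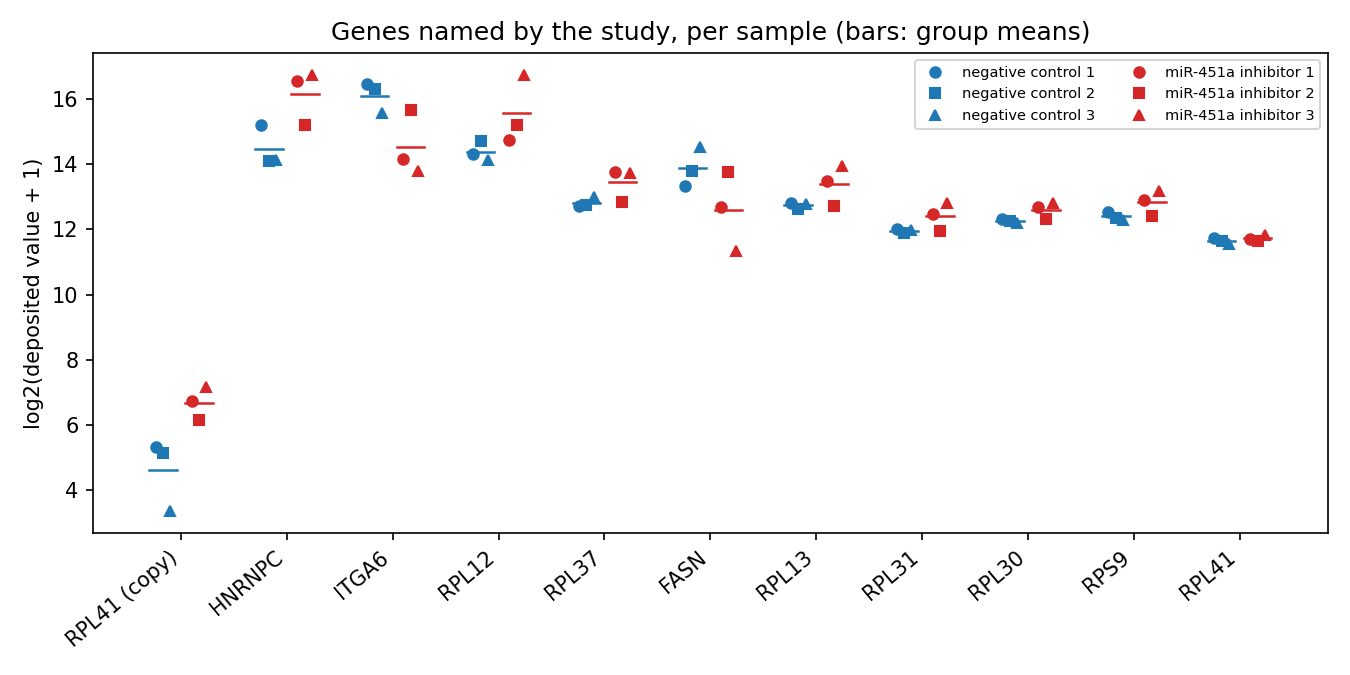
Values of the genes named by the study on a log2(value + 1) axis, in 3 negative control (blue) and 3 miR-451a inhibitor (red) samples, with a bar at each group mean and the symbol giving the experiment. The inhibitor sample 2 point for HNRNPC, 37332, lies beside the negative control 1 point, 37598, which is from another experiment.

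RPL41 was present under 2 identifiers. The identifier ENSG00000279483.1 had a mean value of 27.6 ± 16.1 in control and 106.5 ± 36.2 in inhibitor samples (SD, n = 3 each), and its log2 difference of 2.08 was 1.45 without negative control 3. The protein-coding RPL41 gene (ENSG00000229117.8; GRCh38 chromosome 12, 56116633 to 56117967) had mean values of 3197 ± 183 and 3392 ± 211 (SD, n = 3 each). Its log2 difference was 0.09 ± 0.12 (SE), with a limma adjusted p of 0.900. The first identifier is a processed pseudogene of 75 bp in the annotation of GRCh37 (chromosome 7, 137198605 to 137198679), and its value is uncertain because its sequence matches an RPL41 transcript with 0 mismatches.

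Of 27 gene lists, 8 passed an adjusted p of 0.05 in the camera test with a preset inter-gene correlation. None of the 8 passed with an estimated correlation, where the adjusted p was 0.630 for each. The estimate was 0.435 for ribosomal proteins and 0.637 for lipid synthesis, far above the preset 0.01. One of the 8 was the study's own list, chosen on these samples, and with it left out 4 of 26 lists passed: ribosomal proteins, lipid synthesis, oxidative phosphorylation and interferon. The paper had predicted pathways of ribosomal proteins, lipid metabolism and oxidative phosphorylation from these same samples. The lists for those pathways are thus not independent of the study either. With the experiment as a replicate block, 5 lists passed, and 5 passed without inhibitor sample 1. No member of any of the 8 lists passed limma over all genes or adjusted over the list alone. The ribosomal protein list rose, with 75 of 80 measured members higher and a median log2 difference of 0.20 (camera adjusted p 5.53e-11). Its mean was 0.36 and 0.43 above the control mean in inhibitor samples 1 and 3, and -0.01 in inhibitor sample 2, while the controls ranged from -0.06 to 0.07. The lipid synthesis list, which holds fatty acid and cholesterol synthesis enzymes, fell, with 3 of 34 members higher and a median log2 difference of -0.40 (camera adjusted p 7.05e-08). FASN and FDPS had log2 differences of -1.28 (-0.65 without inhibitor sample 3) and -0.48. The mean of this list was -0.64 and -0.82 in inhibitor samples 1 and 3 and 0.08 in inhibitor sample 2, and the controls ranged from -0.38 to 0.46.

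The interferon response list rose, with 13 of 16 measured members higher and a median log2 difference of 0.15 (camera adjusted p 0.00367). Its mean was 0.87 in inhibitor sample 3, 0.20 in inhibitor sample 1 and 0.04 in inhibitor sample 2. Without inhibitor sample 3 the adjusted p was 0.556, and with sample weights it was 0.293. With genes kept at a mean value of at least 50, the camera adjusted p was 0.0414. The mean log2 difference of the list was then 0.17, against 0.37 with the main filter, and UBE2L6, IFI27 and IRF9 fell below that filter. UBE2L6, a gene of the ISG15 conjugation pathway, had mean values of 3.90 ± 0.54 and 25.5 ± 26.5 (SD, n = 3 each). Its log2 difference of 1.98 was 1.196 without inhibitor sample 3. IFI27 and IRF9 had log2 differences of 1.58 and 0.62, and that of IFI27 was 0.60 without inhibitor sample 3 and 2.30 without inhibitor sample 2. The list of nuclear genes of oxidative phosphorylation rose, with 61 of 76 members higher and a median log2 difference of 0.08 (camera adjusted p 0.000417). Without inhibitor sample 1 its adjusted p was 0.612, and after a regression on gene length and GC content it was 0.0524. NDUFB5 had mean values of 1117 ± 139 and 1801 ± 549, whereas NDUFA7 had 19.4 ± 4.88 and 6.19 ± 6.29 (SD, n = 3 each), with a log2 difference of -1.83 that was -2.50 without inhibitor sample 1. ATP5G3 had a log2 difference of 0.41. The study's own list had an adjusted p of 0.000556, which is not independent evidence, and 9 of its 11 measured identifiers were higher.

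The glycosaminoglycan metabolism list fell, with 12 of 34 members higher. The proliferation list rose with 18 of 28 members higher, and the vesicle biogenesis list rose with 22 of 30 members higher. The camera adjusted p of each of these 3 lists was 0.0492, and with the replicate block it was 0.0676, 0.157 and 0.0676. Without inhibitor sample 1 none of the 3 passed, with adjusted p of 0.0627, 0.0934 and 0.0934, and without negative control 3 none did, with 0.177, 0.583 and 0.203. The glycosaminoglycan list also lost its call without inhibitor sample 3 (adjusted p 0.351). The proliferation list lost it without negative control 1 or inhibitor sample 2 (0.165 and 0.189), and the vesicle list without negative control 2 or inhibitor sample 3 (0.123 and 0.360). SLC26A2, a sulphate transporter gene, had mean values of 176.9 ± 74.2 and 92.7 ± 45.4 (SD, n = 3 each), and XYLT1 and CHPF2 of the same list had log2 differences of -0.62 and -0.35. AURKB, CCNB1 and BUB1, genes of mitosis, had log2 differences of 0.33, 0.42 and 0.67, and FLOT1, CHMP3 and VPS37B of the vesicle list had 0.24, 0.31 and 0.28.

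**Figure D2:**
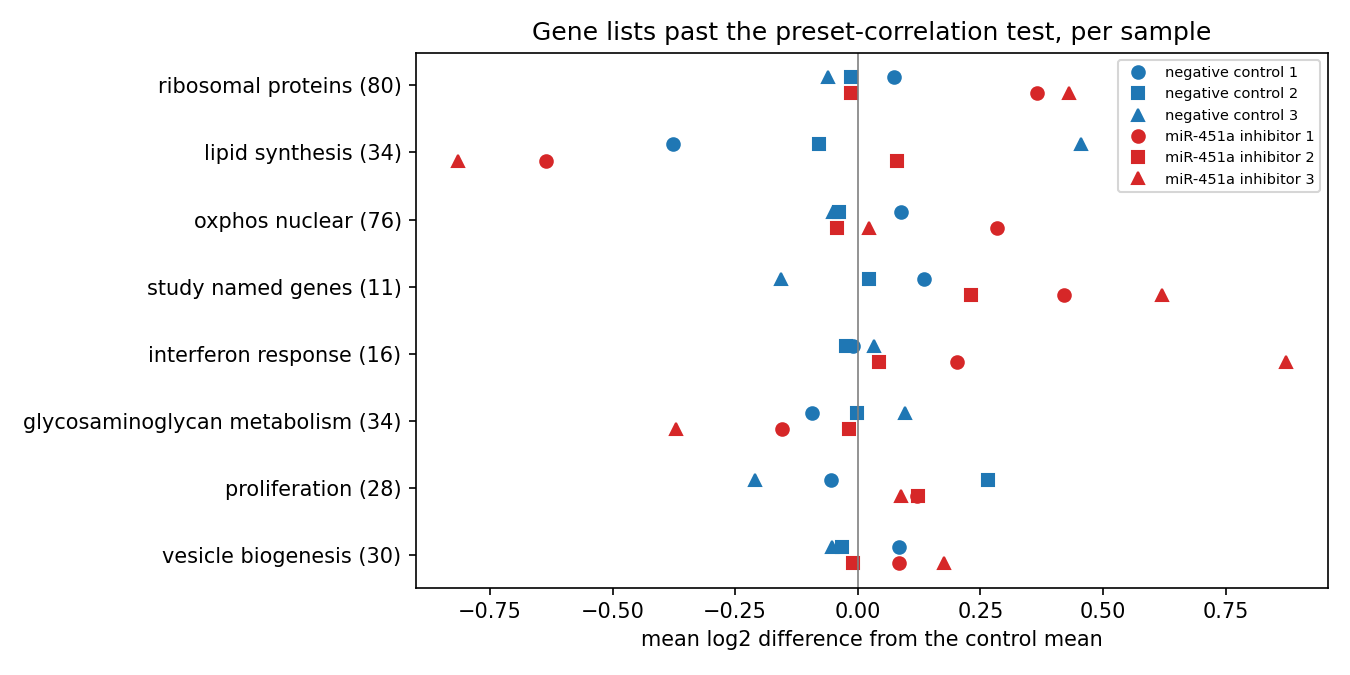
Mean log2 difference from the control mean of each gene list that passed the preset-correlation test, per sample, with the number of measured members in brackets (blue, negative control; red, miR-451a inhibitor; the symbol gives the experiment). For ribosomal proteins, inhibitor samples 1 and 3 lie at 0.36 and 0.43, and inhibitor sample 2 lies at -0.01, within the controls.

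The other 19 lists did not pass. The DNA repair, apoptosis, p53 target, integrin and laminin, and heterogeneous nuclear ribonucleoprotein lists had camera adjusted p of 0.129, 0.119, 0.803, 0.0759 and 0.194. The DNA repair list passed, lower with the inhibitor, without inhibitor sample 2 or negative control 3 (adjusted p 0.0142 and 0.0143), and the ribonucleoprotein list passed, higher, without inhibitor sample 3 (0.000872) and with sample weights (0.0235). The integrin and laminin list passed, lower, without inhibitor sample 1 or negative control 2 (0.0358 and 0.0263) and on rank positions, chosen after the data were seen (0.0163), and the ubiquitin list passed, higher, without inhibitor sample 3 (0.013). Markers of other cell types were few among the tested genes. Of 14 blood cell markers 4 were measured, with an adjusted p of 0.0625 (0.0311 without negative control 3 and 0.0418 with no trend in the variance prior). The mean of the blood list was 0.34, 1.02 and 1.08 in the inhibitor samples and -0.13 to 0.10 in the controls. Of 14 mesenchymal markers 4 were measured, with an adjusted p of 0.279. The mean of the mesenchymal list was 0.83 above the control mean in inhibitor sample 3. The squamous and gastrointestinal epithelium lists both had an adjusted p of 0.339.

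Targets recorded for miR-451a were examined because an inhibitor would be predicted to raise them. Of 22 functional targets, 16 were measured, 8 of which were higher with the inhibitor. The mean log2 difference was -0.15 and the median was 0.01, opposite in sign, and the camera p was 0.565. MIF, a cytokine gene (GRCh38 chromosome 22, 23894383 to 23895223), had mean values of 113.2 ± 34.8 in control and 36.96 ± 41.2 in inhibitor samples (SD, n = 3 each), with a limma adjusted p of 0.899. Its log2 difference of -2.18 was -1.40 without inhibitor sample 3 and -3.09 without inhibitor sample 2. RAB14, AKT1, CAB39 and MYC had log2 differences of 0.13, -0.11, -0.12 and -0.06, and the last 3 were above 0 without inhibitor sample 3. BCL2 was below the filter. The 306 genes with the seed site AACGGTT in an annotated 3' UTR had a mean log2 difference of -0.02 (camera p 0.493). The difference from the 12290 genes without it lay at percentile 43 of 179 control sequences of the same composition.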

Values the study reported

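The study reported 183 mRNAs as differentially expressed between OE19 cells given the negative control and those given the miR-451a inhibitor.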

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

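The length and GC regression, the rank positions, the seed-site list, the RPL41 choice, the lists without that of the study and the DESeq2 count in one direction were chosen after the data were seen. Adjusted over all genes tested, no gene passed the threshold, and no gene named by the study did, under any alternative run. At an unadjusted p below 0.05 with every experiment in one direction, limma gave 113 genes. DESeq2 on all 13345 genes with that rule gave 183 genes, 114 of them higher, and 0 after adjustment. At an unadjusted p alone, sample weights gave 315 genes and DESeq2 gave 249, of which 179 were higher, against 51 of 119 with limma. These counts at an unadjusted p alone were each below the share of 0.05 of the tested genes that chance would give. The smallest exact Mann-Whitney p was 0.1, reached by 714 genes. The number of lists called, 8, was 4 with the study's list left out of the lists and the adjustment, as the 3 lists at 0.0492 no longer passed. It was 5 without a filter, 5 with sample weights (interferon, glycosaminoglycan, proliferation and vesicle lost, ribonucleoprotein gained), 4 after the length and GC regression, 0 with an estimated correlation and 0 with fry, and the cause was not tested. With the replicate block it was 5, and the block changed no gene call. It ranged from 5 to 8 when 1 sample was left out. The mean of the miR-451a target list stayed below 0 and the list did not pass, with mean log2 differences from -0.19 to -0.11 without 1 sample. Its median over all samples was 0.01 and 8 of 16 measured members were higher, so the sign of the mean is no fall of the set. The seed-site list had -0.02. Directions of the fitted difference or of the camera test that turned were those of results that had not passed, apart from proliferation, which had a mean log2 difference of -0.0171 with sample weights, and nuclear oxidative phosphorylation, which had -0.01 without inhibitor sample 1. The ubiquitin list had means of 0.0114 with a pseudocount of 10, -0.0160 with a mean value of at least 50, 0.0232 after the regression and -0.0193 on rank positions. The p53 list had 0.00961 without a filter, and the mitochondrially encoded list had -0.00699 after the regression and -0.00159 on rank positions. With sample weights CAB39 and MYC had 0.0204 and 0.00886. With 1 sample left out, the ranges of the results that turned were -0.0689 to -0.0101 for p53 targets, -0.0394 to 0.10 for ubiquitin, -0.0697 to 0.17 for the ribonucleoprotein list, -0.31 to -0.0654 for histones, 0.065 to 0.23 for apoptosis, -0.25 to 0.0456 for DNA repair, -0.10 to 0.0277 for cysteine and methionine metabolism, -0.0441 to 0.13 for stress, -0.24 to 0.0657 for AKT1, -0.27 to 0.0969 for CAB39 and -0.11 to 0.0223 for MYC.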

Other observations

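The tests of the inhibitor effect, of a swap and of the 2 RPL41 changes against each other were chosen after their results had been seen. Inhibitor sample 3 held genes at levels found in no other sample. TXNIP, a glucose-responsive arrestin gene, had a value of 30069.9 there against at most 3372.8 elsewhere, and its relative ARRDC3 had 1732.2 against at most 239.5. NGFR, the low-affinity neurotrophin receptor gene, had 932.0 against at most 12.4, and ATP6V0D2, a proton pump subunit gene, had 852.1 against at most 23.7. CTSC, a cathepsin gene, had 3232.9, while the other samples reached 52031.5. These genes were chosen after their values were seen. Among 10000 random lists matched on size and expression, the median departure in this sample was at percentile 100 for the ribosomal protein list, 99.9 for stress response, 99.8 for the study's list, 99.4 for interferon and 99.2 for apoptosis, and at 0.05 for DNA repair and 0 for lipid synthesis. Members of real lists can move together, unlike random genes (estimated correlation 0.435 for ribosomal proteins and 0.637 for lipid synthesis). Extreme percentiles in 1 sample are therefore no test, and the study's list was chosen on these samples.

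The ribosomal protein, lipid synthesis and glycosaminoglycan lists lay beyond the controls in inhibitor samples 1 and 3 and among them in sample 2, while oxidative phosphorylation lay beyond them in sample 1 alone (0.28), the vesicle list in sample 3 (0.18) and by a narrow margin in sample 1, and proliferation in no sample. Of the 8 called lists, 2 had every inhibitor sample above every control, the study's list, which was chosen on these samples, and interferon, by 0.0425 against 0.0336 in the nearest control, and within experiments the difference had 1 sign in all 3 for 4 lists, these 2, glycosaminoglycan and vesicle (as small as 0.0008 in experiment 1), so an effect in all 3 experiments was neither shown nor excluded. A swap of inhibitor sample 2 with a control needs a control out of place, and negative control 1 lay nearer to inhibitor samples 1 and 3 than to the other controls in 3 of 8 lists, which leaves a swap open. After the regression on length and GC content 4 of the 8 lists kept their call at the preset correlation. They were ribosomal proteins, lipid synthesis, interferon and the study's list, which was chosen on these samples. Their means were 0.261 ± 0.144, -0.458 ± 0.366, 0.373 ± 0.255 and 0.423 ± 0.141 (SE) before and 0.233 ± 0.135, -0.455 ± 0.365, 0.37 ± 0.254 and 0.381 ± 0.13 after it. Trends that this regression removes thus made up little of these means. The authors had already adjusted for length and GC content, and a bias that the regression does not capture stays open. The means of the other 4 were 0.0881 ± 0.109, -0.181 ± 0.116, 0.11 ± 0.141 and 0.0833 ± 0.0684 (SE) before and 0.0552 ± 0.0948, -0.171 ± 0.116, 0.0995 ± 0.14 and 0.0766 ± 0.0674 after it for oxidative phosphorylation, glycosaminoglycan, proliferation and vesicle, and since the last 3 moved little and lay at an adjusted p of 0.0492, their ended calls do not speak for the bias, which stays open for all 4.

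The 8 lists called compare with at most 10 in the other splits, and 3 of the 10 splits, the real one included, gave as many. The number of genes at an unadjusted p below 0.05 was 119 in the real split and 1838 in the highest other, which set negative control 1 with inhibitor samples 1 and 3. Of the 10 splits, the real one included, 8 gave as many. The 3 other splits that part every experiment, as the real one does, gave 71, 95 and 244 genes and 4, 4 and 8 lists. The count of 1838 points to a structure of the samples. Its split differs from the real one by an exchange of negative control 1 and inhibitor sample 2. It also keeps both samples of experiment 1 together, and both of experiment 2 together on the other side. The splits that part 1 experiment alone gave 180 to 1838 genes, so a shared experiment and a swap are not told apart. After adjustment all 10 splits gave at least the real count of 0, the highest other being 0. With 10 splits no share under 0.05 can be reached.

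The folds of HNRNPC, RPL12 and ITGA6 may reflect in part the authors' within-sample adjustment. HNRNPC moved between rank positions 3 to 6 in the controls and 1 to 3 in the inhibitor samples, of 890 positions. The median SD between controls of genes at the 10 highest positions was 1.635 times that of genes at positions 21 to 100 (95% bootstrap interval 1.34 to 2.49). A biological change in these genes stays open.

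The RPL41 identifier with the higher values in inhibitor samples may hold reads shared between RPL41 and a near-identical copy: the fewest mismatches of its 75 bp to an RPL41 transcript were 0. A constant share of such reads would give both identifiers the same change in reads. The log2 differences were 2.08 ± 0.56 and 0.09 ± 0.12 (SE). A value is set by a gene's rank within its bin, so equal changes in reads need not give equal changes in value. Whether shared reads account for the different changes, with a constant or a varying share, stays open, as the table does not separate the reads.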
